# Parallel Evolution towards Increased Motility in Long-Term Cultures of Escherichia coli, Even Though Motility was Not Required for Long-Term Survival

**DOI:** 10.1128/spectrum.02330-21

**Published:** 2022-06-23

**Authors:** Autumn L. Henderson, Angie Moreno, Karin E. Kram

**Keywords:** motility, evolution, RNA-seq, transcriptome, bacterial genetics

## Abstract

Escherichia coli can survive for long periods in batch culture in the laboratory, where they experience a stressful and heterogeneous environment. During this incubation, E. coli acquires mutations that are selected in response to this environment, ultimately leading to evolved populations that are better adapted to these complex conditions, which can lead to a better understanding of evolutionary mechanisms. Mutations in regulatory genes often play a role in adapting to heterogeneous environments. To identify such mutations, we examined transcriptional differences during log phase growth in unaged cells compared to those that had been aged for 10 days and regrown. We identified expression changes in genes involved in motility and chemotaxis after adaptation to long-term cultures. We hypothesized that aged populations would also have phenotypic changes in motility and that motility may play a role in survival and adaptation to long-term cultures. While aged populations did show an increase in motility, this increase was not essential for survival in long-term cultures. We identified mutations in the regulatory gene *sspA* and other genes that may contribute to the observed differences in motility. Taken together, these data provide an overall picture of the role of mutations in regulatory genes for adaptation while underscoring that all changes that occur during evolution in stressful environments are not necessarily adaptive.

**IMPORTANCE** Understanding how bacteria adapt in long-term cultures aids in both better treatment options for bacterial infections and gives insight into the mechanisms involved in bacterial evolution. In the past, it has been difficult to study these organisms in their natural environments. By using experimental evolution in heterogeneous and stressful laboratory conditions, we can more closely mimic natural environments and examine evolutionary mechanisms. One way to observe these mechanisms is to look at transcriptomic and genomic data from cells adapted to these complex conditions. Here, we found that although aged cells increase motility, this increase is not essential for survival in these conditions. These data emphasize that not all changes that occur due to evolutionary processes are adaptive, but these observations could still lead to hypotheses about the causative mutations. The information gained here allow us to make inferences about general mechanisms underlying phenotypic changes due to evolution.

## INTRODUCTION

In the natural environment, organisms regularly encounter heterogeneous and stressful environments. Studying how a species evolves can provide insight into why species have certain traits and help explain different adaptive strategies that lead to survival and increased fitness in stressful environments (1). Changes that occur during growth in new environments can either be sustained, increased, or removed by natural selection or genetic drift (1). Changes can also be driven by correlated evolution, where two or more traits are driven together by the evolutionary process (2).

Escherichia coli is an ideal model organism for studying evolution and adaptation, not only because it grows rapidly but also because it is quite versatile and genetically diverse (3). Because there are infectious strains of E. coli, we must understand how it evolves in different environments to produce more effective antibiotics. Studying E. coli is beneficial for not only the development of more targeted treatments for infection but also for insight into basic biology, such as adaptive mechanisms.

E. coli, like many microbial organisms, has a five-phase life cycle in the laboratory: lag phase, log or exponential-phase, stationary-phase, death phase, and long-term stationary-phase (LTSP) (4). LTSP is a complex environment, where the total number of cells remains relatively constant because the replication and death rates of cells in this phase are balanced. During LTSP, cells undergo multiple stresses such as starvation, oxidative stress, and changes in pH (5). During this phase, different populations that have acclimated or adapted to the environment grow while other populations died, creating new conditions that allow new populations to grow (4). The continuous cycling of nutrients and waste products creates a heterogeneous, complex, and stressful environment in which cells need to adapt to survive. As the E. coli population ages, mutations that allow for better survival in stressful environments such as LTSP are selected for and can increase in frequency (4). While we and others have begun to explore this environment, the exact changes and stresses cells experience during LTSP are mostly unknown (6–10).

Cells can respond to their environment by altering gene expression in an impermanent way (physiological acclimation), but they can also adapt by accumulating mutations that permanently change expression for one or multiple genes. Mutations that affect gene expression have frequently been identified as one of the actors of evolutionary change, indicating that mutations in *trans* regulatory factors may play a role in adaptive evolution in multiple organisms and environments (11–13). One way to explore the conditions cells experience during this stressful period and determine what regulatory factors may help cells adapt to these stresses, is to examine transcriptional changes that occur after cells have been incubated into LTSP.

To identify transcriptional differences between unaged E. coli and cells aged into LTSP, we performed RNA-seq (14) on log-phase cells of both aged and unaged populations. Because we previously identified regulatory changes in LTSP (15), we specifically aimed to identify transcriptional changes caused by mutations in the genome accumulating during long-term incubation. Comparing aged and unaged populations when grown into log-phase allowed us to differentiate permanent transcriptional changes caused by mutations in the genome and those caused by plastic changes due to normal regulatory systems in the cell. We identified multiple genes involved in motility and chemotaxis that were upregulated in cells that had adapted to LTSP. Based on these data, we hypothesized that motility would be increased in cells that were adapted to LTSP, and that motility would be important for cells to survive LTSP. Our data supported our first hypothesis that aged cells were more motile but not the second because motility was not essential for survival in LTSP. We also identified mutations that may cause changes in motility and other expression differences. These data help to understand the types of changes that occur during survival in heterogeneous and stressful environments.

## RESULTS

### Multiple genes were differentially expressed in aged populations, including many involved in motility.

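RNA-seq libraries were made from 2 cultures of the unaged strain and 2 aged populations, and both groups carry the letters A and B. The strain, PFM2, is a derivative of *E. coli* K-12 MG1655. Aged populations had been kept for 10 days in LB without added nutrients, stored frozen, and regrown. All 4 cultures were grown for 4 h before RNA was stabilized and extracted, rRNA was depleted, and single-end reads of 75 bases were generated. The authors aligned the reads to the MG1655 genome with TopHat2, counted reads per gene with HTSeq, and deposited the counts per gene and library without normalization. The counts add up to 7525734 reads in unaged A, 6588891 in unaged B, 7937137 in aged A and 9094679 in aged B. The paper gives the reads received per sample, before alignment and counting, and all values here use the reads counted on genes. Reads on rRNA genes made up 0.056% to 0.206% of each library's counts.

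The 22 rRNA genes and 28 genes without a read in any library were removed, as the paper's methods describe, which left 4401 genes. Counts were scaled with edgeR's TMM factors and are given as CPM with the SD of 2 libraries. The aged and unaged groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, where the paper used DESeq2. The thresholds were the paper's, an absolute log2 fold change of at least 2 and an adjusted p of at most 0.05. With 2 libraries per group, an exact permutation test of a single gene cannot give a p below 0.333. The edgeR test instead shares its estimate of the spread across genes.

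The unaged cultures differed from each other more than the aged ones did. The SD across genes of the log2 ratio between libraries A and B was 0.722 for the unaged and 0.314 for the aged pair. Neither pair differed by as little as sampling noise, with a chi-square per degree of freedom of 311.3 for the unaged and 34.88 for the aged pair. One gene chosen after its values were seen, *tnaA*, held 11.28% of the counts in unaged A (848086 reads) and only 96073 reads in unaged B. The first principal component carried 64.1% of the variance and separated both aged from both unaged libraries, but it also spread the unaged cultures. Its scores were -30.3 in unaged A, -7.51 in unaged B, 16.2 in aged A and 21.6 in aged B. The second component carried 30.9% and set unaged B further apart from unaged A. Whether libraries with the same letter form pairs is not stated in the paper, so a fit with the letter as a block was made beside the fit without it. Across the 3479 genes with a mean count of at least 50, the difference between A and B in the unaged cultures correlated with that in the aged cultures (r = 0.444, across genes, which are not independent replicates). Unrelated pairs that differ in a shared way can also correlate, with a sign set by the lettering, so this value cannot show pairing.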

To determine if incubation into LTSP led to differences in gene expression, we compared whole transcriptomes of log-phase cells (4 h) that were previously aged for 10 days (aged populations) to their parent strain which had not been previously aged (unaged populations). To ensure that these strains were in the same phase, we compared timing in lag, log, and entrance to stationary-phase and found no differences (Fig. S1). 

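In the comparison of aged with unaged populations, 48 of the 4401 genes passed both thresholds in edgeR's quasi-likelihood test. Of these, 46 are listed in Table 1 with the same direction. The other genes, *bfr* and *hlyE*, are outside Table 1. *bfr* (b3336) fell from 912 ± 139 CPM (SD, n = 2) in unaged to 227.0 ± 8.41 CPM (SD, n = 2) in aged populations, a log2 fold change of -2.01 (standard error 0.29, edgeR adjusted p = 0.0416). *hlyE* (b1182) had a log2 fold change of -2.01 (standard error 0.32, edgeR adjusted p = 0.0489). Without the threshold on size, 71 genes had an adjusted p of at most 0.05, and 739 had an unadjusted p under 0.05. The lowest adjusted p of any gene was 0.0355, so every call lay close to the threshold on p.

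The 18 genes of Table 1 that were not called had log2 fold changes in the direction of the table. For 17 of them the adjusted p was between 0.0573 and 0.171. The remaining one, *flgL*, passed the adjusted p with a log2 fold change of 1.97. In all 64 genes of Table 1, both aged libraries lay on the same side of both unaged libraries. Over all tested genes 2201 did so (50.0%), where chance alone gives 33.3%. Adjusted over the 64 genes alone, all 64 had an adjusted p of at most 0.05 and 61 passed both thresholds, but the list is the paper's own set of calls on these libraries, so this count shows no stability.

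A fit with the replicate letter as a block called 64 genes, 61 of them in Table 1. The check of pairing behind that fit, the correlation of 0.444 given above, cannot show that the libraries form pairs. Adjusted p values with the block therefore hold only if the libraries do form pairs. DESeq2, the paper's tool, called 63 genes, all in Table 1. A filter of at least 10 counts in every library left 4004 genes and 32 calls, the lowest number among the alternatives. A log2 threshold of 1 in place of 2 gave 71, the highest. Leaving out each library in turn, between 40 and 48 of the 48 genes kept a log2 fold change of at least 2 in the same direction.

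**Figure D1:**
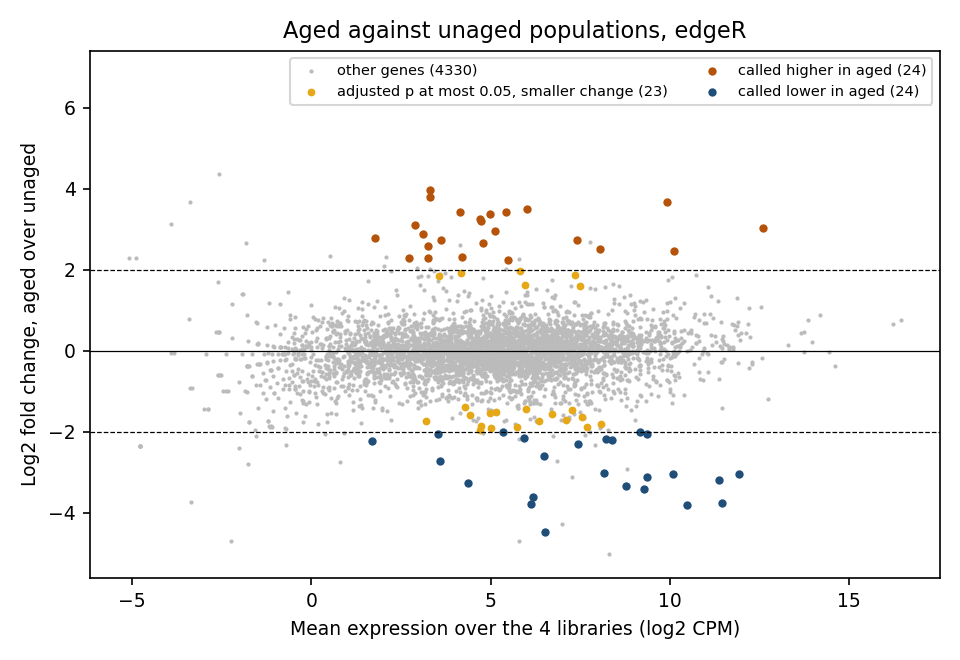
Log2 fold change of aged over unaged populations (vertical axis) against mean expression over the 4 libraries in log2 CPM (horizontal axis), 1 point per gene, with dashed lines at the threshold on size. The 48 called genes are split evenly, with 24 above and 24 below, and 23 further genes passed the adjusted p with a smaller change.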

We identified 64 total genes that were differentially expressed (absolute log_2_ change of at least 2 and q-value < 0.05) between the two populations (Table 1). 

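By direction, 24 genes were called higher and 24 lower in aged populations by edgeR. At any size of change, 30 genes with an adjusted p of at most 0.05 were higher and 41 were lower. The largest changes among the called genes were those of *flgB*, with a log2 fold change of 3.95 (standard error 0.49), and *yhiD*, with -4.47 (standard error 0.52), each with an edgeR adjusted p of 0.0355. The fit with the replicate block called 34 genes higher and 30 lower, and at any size 149 were higher and 208 lower. DESeq2 called 35 genes higher and 28 lower. The balance between directions depended on the scaling of the libraries. With total counts in place of TMM factors, the median log2 fold change of all genes moved from -0.03 to -0.22, and 24 genes were called higher and 37 lower, or 31 and 97 at any size. With DESeq2's size factors in the edgeR fit, 25 were called higher and 19 lower.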

Thirty-five of these genes had higher expression in aged populations, whereas 29 genes had higher expression in unaged populations. 

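All 14 acid resistance genes listed in Table 1 as lower in aged populations were called by edgeR, and 18 of its 27 motility and chemotaxis genes were called higher. The log2 fold changes of the 14 acid resistance genes ran from -3.81 (*gadB*) to -2.18 (*glsA*), with a median of -3.22 and adjusted p between 0.0355 and 0.0495. *gadB* (b1493) fell from 2639 ± 149.5 CPM (SD, n = 2) to 188.3 ± 73.4 CPM (SD, n = 2), with a standard error of 0.41 on its log2 fold change. *gadB* has a near-identical copy in *gadA*, and how counting treated reads that fit both is not stated, so the change of each is uncertain. The small RNA *gadY* lies beside *gadX*, and the paper does not state whether counting used the strand of the reads, so its value is uncertain too. *gadE*, which encodes an activator of these genes, had a log2 fold change of -3.12 (standard error 0.40, edgeR adjusted p = 0.0355). All 14 were also called in the fit with the replicate block, with a median log2 fold change of -3.20. With a filter of at least 10 counts in every library all 14 were tested and 11 called.

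The log2 fold changes of the 27 motility and chemotaxis genes ran from 1.96 (*fliL*) to 3.95 (*flgB*), with a median of 2.66. The flagellin gene *fliC* (b1923) rose from 141 ± 27.5 CPM (SD, n = 2) to 1786 ± 811 CPM (SD, n = 2). Of the 27 genes, 24 had a log2 fold change of at least 2 and 19 had an adjusted p of at most 0.05, and 25 were called with the replicate block. Adjusted over the 27 genes alone, 24 passed both thresholds, and over the 14 acid resistance genes alone all 14 did, but both lists are the paper's calls on these data. In every one of the 27 genes aged A was above aged B, and the median log2 difference from the unaged mean was 3.11 in aged A and 2.14 in aged B. DESeq2 called all 27 genes. The filter of at least 10 counts in every library left 10 called, and of the 8 others called without it, 3 had too few unaged reads to be tested and 5 were tested but not called.

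A wider list of 54 flagellar and chemotaxis genes, fixed beforehand, had a median log2 fold change of 1.97, with 53 genes higher and *fliE* lower. With total counts in place of TMM factors 50 of the 54 were higher. The camera test in limma, which sets the list against all other genes, gave a p of 3.87e-65, and 1.12e-73 with the replicate block. Its p is a value across genes with an assumed correlation of 0.01 between them, and genes of shared operons are not independent. The test fry in limma, which uses the spread between libraries, gave a p of 0.043, and 0.0854 with the block. Neither replaces an exact permutation of the 4 libraries, whose limit is given above. Because 27 of the 54 genes are the paper's own calls on these libraries, these values partly rest on genes chosen for their rise. The 27 genes outside Table 1, tested alone after these values were seen, had a median log2 fold change of 1.26, with a camera p of 2.25e-17 (2.54e-18 with the block) and a fry p of 0.0595 (0.0773 with the block). Of these 27, 26 were higher (23 with total counts) and 1 (*cheZ*, log2 fold change 1.85) had an adjusted p of at most 0.05, against 16 with the block.

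**Figure D2:**
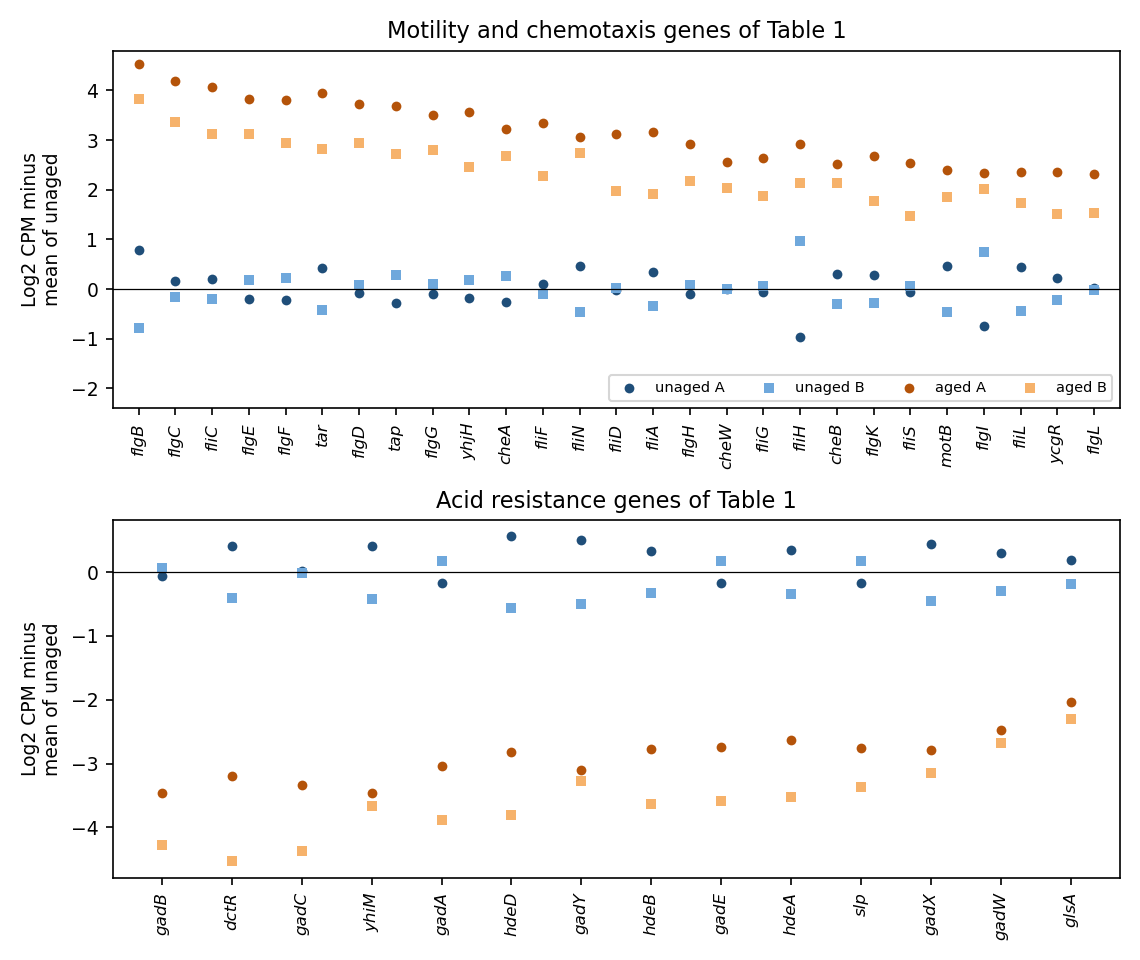
Log2 CPM of each library minus the mean of the unaged libraries (vertical axis) for the 27 motility and chemotaxis genes (top) and the 14 acid resistance genes (bottom) of Table 1, with 1 point per library; *yhjH* is the gene Table 1 prints as *pdhE*. Both aged libraries lie above both unaged libraries in all 27 genes of the upper panel and below them in all 14 genes of the lower panel.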

Fourteen of the genes more expressed in unaged cells were related to resistance to acid stress (out of 38 genes categorized with the response to elevated pH GO terms in E. coli), and 27 of the more expressed genes in aged cells were related to motility and chemotaxis (out of 50 genes involved in these processes).

**TABLE 1:** Differentially expressed genes between unaged and aged populations of E. coli

Gene	Log_2_ fold change aged/unaged	q-value	Description
Upregulated in aged cells			
Genes involved in chemotaxis and motility			
*flgB*	4.0	1.4 × 10^−9^	flagellar basal-body rod protein
*flgC*	3.9	6.5 ×10^−10^	flagellar basal-body rod protein
*fliC*	3.7	3.3 × 10^−15^	flagellar filament structural protein
*flgE*	3.5	2.0 × 10^−15^	flagellar hook protein
*flgF*	3.5	1.8 × 10^−10^	flagellar basal-body rod protein
*tar*	3.5	1.6 × 10^−9^	methyl-accepting chemotaxis protein
*flgD*	3.4	1.3 × 10^−12^	flagellar biosynthesis, initiation of the hook assembly
*tap*	3.3	1.0 × 10^−9^	methyl-accepting chemotaxis protein - dipeptide-sensing
*flgG*	3.2	1.2 × 10^−11^	flagellar basal-body rod protein
*pdhE*	3.1	6.4 × 10^−6^	c-di-GMP phosphodiesterase involved in the regulation of the switch from flagellar motility to sessile behavior
*cheA*	3.0	4.1 × 10^−11^	chemotactic and aerotactic two-component signal transduction system histidine protein kinase
*fliF*	2.9	7.3 × 10^−6^	flagellar basal-body MS-ring and collar protein
*fliN*	2.8	4.5 × 10^−4^	flagellar motor switch protein
*fliD*	2.7	1.6 × 10^−6^	flagellar filament capping protein
*fliA*	2.7	4.2 × 10^−5^	sigma 28 (sigma F) factor responsible for genes involved in motility and flagellar synthesis
*flgH*	2.6	6.1 × 10^−6^	flagellar L-ring protein
*cheW*	2.4	6.0 × 10^−7^	chemotactic and aerotactic two-component signal transduction system coupling protein
*fliG*	2.3	7.2 × 10^−5^	flagellar motor switch protein
*fliH*	2.3	1.1 × 10^−2^	flagellar biosynthesis protein
*cheB*	2.3	1.8 × 10^−4^	chemotactic and aerotactic two-component signal transduction system response regulator
*flgK*	2.3	1.7 × 10^−5^	flagellar hook-filament junction protein 1
*fliS*	2.1	1.1 × 10^−2^	flagellar biosynthesis protein
*motB*	2.1	1.6 × 10^−3^	motility protein B
*flgI*	2.0	3.6 × 10^−3^	flagellar P-ring protein
*fliL*	2.0	9.0 × 10^−3^	flagellar protein
*ycgR*	2.0	1.3 × 10^−3^	flagellar brake protein
*flgL*	2.0	3.4 × 10^−5^	flagellar hook-filament junction protein 2
Genes involved in transport			
*ompF*	3.1	7.6 × 10^−14^	outer membrane porin F
*nupG*	2.8	1.6 × 10^−14^	nucleoside:H+ symporter
*tsx*	2.5	3.5 × 10^−10^	nucleoside-specific channel-forming protein
*gntP*	2.3	1.8 × 10^−8^	fructuronate transporter
Genes involved in nucleoside metabolism			
*cdd*	2.7	3.2 × 10^−5^	cytidine/deoxycytidine deaminase
*udp*	2.5	1.7 × 10^−8^	uridine phosphorylase
Unknown function			
*ydiL*	2.8	5.0 × 10^−9^	unknown
*ycdZ*	2.1	7.3 × 10^−3^	unknown
Downregulated in aged cells			
Genes involved in acid resistance			
*gadB*	−3.8	5.8 × 10^−19^	glutamate decarboxylase B
*dctR*	−3.7	8.4 × 10^−11^	putative DNA-binding transcriptional regulator
*gadC*	−3.7	1.3 × 10^−15^	L-glutamate:4-aminobutyrate antiporter
*yhiM*	−3.6	3.7 × 10^−15^	unknown
*gadA*	−3.4	1.6 × 10^−14^	glutamate decarboxylase A
*hdeD*	−3.3	7.8 × 10^−9^	acid-resistance membrane protein
*gadY*	−3.2	2.6 × 10^−9^	small regulatory RNA
*hdeB*	−3.1	8.4 × 10^−11^	periplasmic acid stress chaperone
*gadE*	−3.1	4.1 × 10^−12^	DNA-binding transcriptional activator
*hdeA*	−3.0	1.3 × 10^−9^	periplasmic acid stress chaperone
*slp*	−3.0	1.2 × 10^−13^	starvation lipoprotein
*gadX*	−3.0	1.2 × 10^−10^	DNA-binding transcriptional dual regulator
*gadW*	−2.6	5.9 × 10^−10^	DNA-binding transcriptional dual regulator
*glsA*	−2.1	2.1 × 10^−8^	glutaminase 1
Genes involved in other stress responses			
*yhiD*	−4.4	1.3 × 10^−15^	unknown
*ybaT*	−2.3	3.1 × 10^−8^	putative transporter
*aidB*	−2.2	1.7 × 10^−6^	isovaleryl-CoA dehydrogenase and DNA-binding transcriptional repressor
*cbpA*	−2.0	3.5 × 10^−7^	curved DNA-binding protein
*appY*	−2.0	5.1 × 10^−4^	DNA-binding transcriptional activator
Genes involved in metabolism			
*hyaA*	−2.3	1.7 × 10^−5^	hydrogenase 1 small subunit
*hyaF*	−2.1	2.1 × 10^−8^	unknown
*sufC*	−2.1	9.2 × 10^−5^	Fe-S cluster scaffold complex subunit
Genes involved in transport			
*mdtE*	−3.1	3.2 × 10^−6^	multidrug efflux pump membrane fusion protein
*mdtF*	−2.9	5.4 × 10^−6^	multidrug efflux pump RND permease
*lsrC*	−2.2	4.9 × 10^−5^	autoinducer-2 ABC transporter membrane subunit
Genes involved in motility			
*csgD*	−2.0	9.7 × 10^−5^	DNA-binding transcriptional dual regulator
Genes involved in other functions			
*lysQ*	−2.8	1.5 × 10^−2^	tRNA-Lys(UUU)
*cnu*	−2.7	6.6 × 10^−7^	H-NS- and StpA-binding protein
*ryeA*	−2.2	6.9 × 10^−3^	small antisense RNA

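*fliA* (b1922) was counted at 50 and 26 reads in unaged A and B and at 321 and 153 reads in aged A and B. Its expression was 4.94 ± 1.64 CPM (SD, n = 2) in unaged and 30.6 ± 17.6 CPM (SD, n = 2) in aged populations. The log2 fold change was 2.61 (standard error 0.49), 6.11-fold, and the edgeR adjusted p of 0.0722 did not pass the threshold. With the replicate block the log2 fold change was 2.57 (standard error 0.28) and the adjusted p was 0.000245. DESeq2 gave 2.66 and an adjusted p of 4.03e-05. With each library left out in turn, the log2 fold change stayed between 1.86 and 3.11. Aged A (43.0 CPM) and aged B (18.1 CPM) were both above unaged A (6.10 CPM) and unaged B (3.78 CPM).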

One of the motility-related genes, *fliA*, encodes a sigma factor (sigma 28/sigma F) that is responsible for the initiation of transcription of many genes involved in motility and flagellar synthesis (16). *fliA* was expressed 6.7 times more highly in aged populations than in unaged populations and was responsible for the transcription of 19 out of the 27 motility-related genes that were upregulated in aged populations (Table 1); (17). Further, *csgD*, which was expressed at 4-fold lower levels in aged populations, encodes a repressor of *fliA* (18).

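*csgD* (b1040) was counted at 176 and 110 reads in unaged A and B and at 36 reads in each aged population. It fell from 18.7 ± 3.88 CPM (SD, n = 2) to 4.54 ± 0.401 CPM (SD, n = 2). The log2 fold change was -2.04 (standard error 0.27, edgeR adjusted p = 0.0367), and with the replicate block it was -2.03 (adjusted p = 0.000825). The value lies next to the threshold on size. With each library left out in turn, it stayed between -2.23 and -1.75.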

Other categories of genes that had greater expression in aged populations included multiple genes encoding proteins involved in nucleoside transport or metabolism (*nupG*, *tsx*, *cdd*, and *udp*) (19), as well as other transport proteins (*ompF* and *gntP*) (20, 21). 

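Of the nucleoside genes, *nupG* (b2964) rose from 44.3 ± 7.75 CPM (SD, n = 2) to 293.3 ± 12.8 CPM (SD, n = 2), a log2 fold change of 2.73 (standard error 0.26, edgeR adjusted p = 0.0355). *tsx* had a log2 fold change of 2.51 (standard error 0.32, edgeR adjusted p = 0.0355) and *udp* one of 2.47 (standard error 0.39, edgeR adjusted p = 0.0482). *cdd* had a log2 fold change of 2.70 (standard error 0.57) but an edgeR adjusted p of 0.0838, since aged A reached 570.3 CPM and aged B 188.7 CPM. Adjusted over these 4 genes alone, all 4 had an adjusted p of at most 0.05, though they too come from the paper's calls. The porin gene *ompF* (b0929) rose from 1354 ± 486.1 CPM (SD, n = 2) to 11060 ± 1335 CPM (SD, n = 2), a log2 fold change of 3.03 with an edgeR adjusted p of 0.038. *gntP* had a log2 fold change of 2.25 (standard error 0.26, edgeR adjusted p = 0.0355). In the fit with the replicate block, adjusted p was between 0.000166 and 0.00218 for all 6 genes, and *cdd* passed the threshold with a log2 fold change of 2.53. DESeq2 also called *cdd*, with an adjusted p of 3.1e-05. *udp* no longer passed with at least 10 counts in every library (adjusted p of 0.055), at least 1 count in every library (0.0509) or robust dispersion (0.0505).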

Genes that were expressed at a lower level in aged populations included those encoding proteins involved in stress responses, anaerobic respiration (*hyaA* and *hyaF* 22); the efflux pump MdtEF (23), and a quorum-sensing transporter LsrC (24).

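*hyaF* (b0977) fell from 98.9 ± 10.7 CPM (SD, n = 2) to 22.2 ± 2.93 CPM (SD, n = 2), a log2 fold change of -2.16 (standard error 0.24, edgeR adjusted p = 0.0355). *hyaA*, in the same operon, had a log2 fold change of -2.32 and an edgeR adjusted p of 0.0686, with 551.1 CPM in unaged A and 255.0 CPM in unaged B. The efflux pump genes *mdtE* and *mdtF* had log2 fold changes of -3.12 (standard error 0.61) and -2.92 (standard error 0.59). Their edgeR adjusted p values were 0.0763 and 0.0783. Both genes differed between the unaged cultures, with *mdtF* at 373.9 CPM in unaged A and 1200 CPM in unaged B, against 119.4 and 88.3 CPM in aged A and B. *lsrC* had a log2 fold change of -2.18 and an edgeR adjusted p of 0.0576. Under the replicate block the adjusted p was 0.000465 for *hyaF*, 0.00138 for *hyaA*, 0.00397 for *mdtE*, 0.00517 for *mdtF* and 0.002 for *lsrC*. All of these genes were also called by DESeq2 and with total counts in place of TMM factors. With each library left out in turn, the log2 fold change of *mdtF* ran from -3.47 to -1.83 and that of *hyaA* from -2.76 to -1.60.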

### Cells aged to long-term stationary-phase were more motile than unaged cells.

We hypothesized that the higher expression of motility-related genes described above would lead to more motile cells phenotypically. To test this hypothesis, we performed motility assays on both unaged and aged populations. To have more biological replicates and determine if this phenomenon would be re-evolved in independent cultures, we aged 6 new cultures for 10 days into LTSP (see Materials and Methods). We then saved these strains and regrew them for motility assays so that any phenotypic change observed would be due to genotypic changes from incubation into LTSP, not physiological acclimation. The average zone of motility for the unaged populations (*n* = 20) strain was 3.8 cm and it was 4.9 cm for the new aged strains (*n* = 60) (Fig. 1), which represents a significant increase in motility of 29% (Welch’s *t* test; t[38] = −2.7; *P* = 0.01) and recapitulation of the increased motility phenotype.

**FIG 1:**
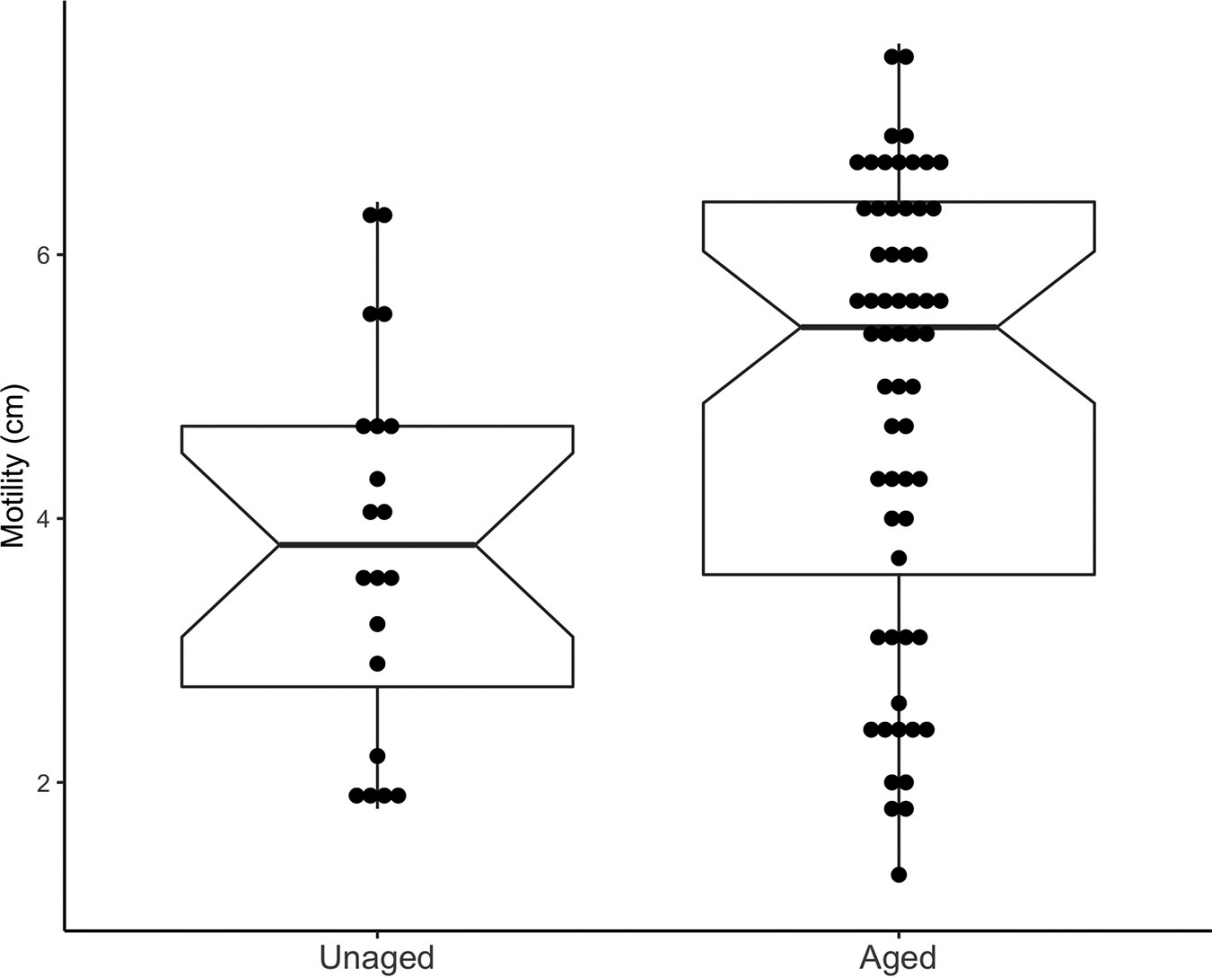
Motility is increased in aged populations of cells. Motility assays were performed on cells that were first aged for 10 days into LTSP as well as the parental strain of those populations that were unaged. Motility was measured in centimeters (cm) for 20 replicates of unaged populations and 60 replicates of aged populations. A Welch’s *t* test showed a significant difference between the groups: t(38) = −2.7, *P* = 0.01.

### Motility was not necessary for survival in LTSP.

We hypothesized based on the transcriptomic and motility data that the increase in motility may be advantageous to cells in LTSP. 

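In the RNA-seq comparison, *cheA* (b1888) rose from 8.02 ± 2.02 CPM (SD, n = 2) in unaged to 62.1 ± 16.6 CPM (SD, n = 2) in aged populations, a log2 fold change of 2.96 (standard error 0.32, edgeR adjusted p = 0.0355). *flgB* (b1073) rose from 1.14 ± 0.796 to 18.6 ± 6.17 CPM (SD, n = 2 each), with only 14 and 4 reads in unaged A and B behind the lower value. *tar* (b1886) rose from 7.31 ± 2.94 to 78.4 ± 41.2 CPM (SD, n = 2 each), a log2 fold change of 3.41 (standard error 0.49, edgeR adjusted p = 0.0416). Its adjusted p rose to 0.0518 with a filter of at least 10 counts in every library. Adjusted p with the replicate block was 0.000211 for *cheA*, 8.38e-05 for *flgB* and 6.66e-05 for *tar*. For *fliA*, the rise did not pass the threshold without the block and did with it.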

To test this hypothesis, we chose four of the genes upregulated in long-term cultures which contribute to motility (*cheA*, *flgB*, *fliA*, and *tar*) (17), and competed strains missing each of these genes with wild-type cultures. These four genes were each in different operons and code for proteins that were in different parts of the flagellar biosynthesis or chemotaxis pathways. To confirm that the loss of these genes affected motility in our background strain in a way we expected, we first confirmed that mutant strain cell densities were similar to the cell density seen in WT cultures during lag, log, and stationary-phase (Fig. S1) and then performed motility assays for these strains (Δ*cheA*, Δ*flgB*, Δ*fliA*, and Δ*tar*) (Fig. 2I). The *ΔfliA* and *ΔflgB* mutants showed significantly less movement than the wild-type after 12 h, which was expected as neither of these strains should be able to form flagella. The *ΔcheA* mutant also had significantly less movement than the wild-type strain after 12 h (Fig. 2I). However, the *Δtar* mutant had a zone of motility of 3.6 cm after 12 h, significantly more than the wild-type strain, which may mean that loss of this specific chemotactic response leads to increased motility overall (Fig. 2I).

**FIG 2:**
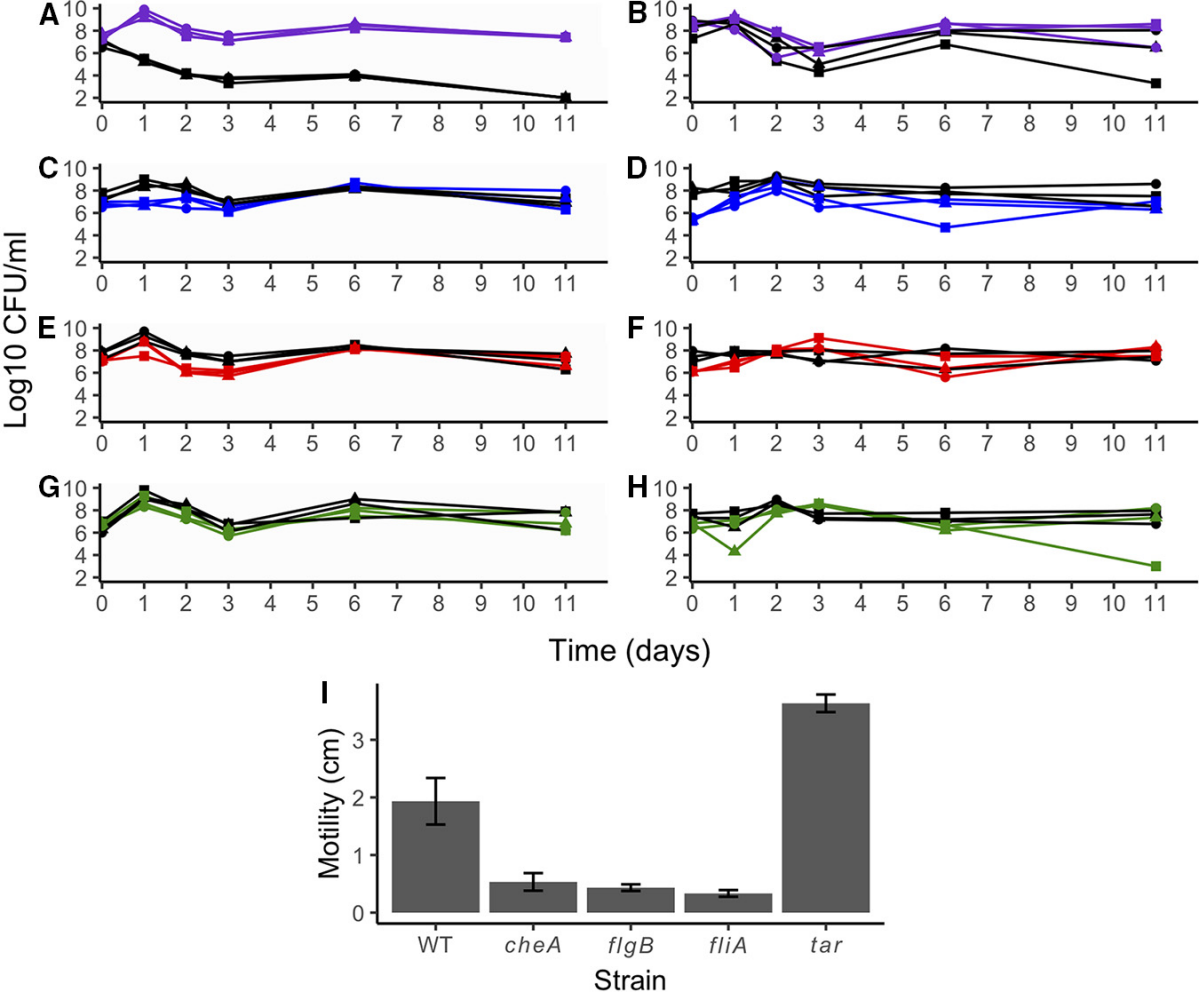
Motility is not correlated with survival or advantage in LTSP. (A to H) Wild type (WT) cells (black lines) competed with mutant strains (Δ*cheA*, purple; Δ*flgB*, blue; Δ*fliA*, red; Δ*tar*, green) by inoculating cultures in a 1:1 ratio and incubating them for 10 days in LTSP. Cultures were either coinoculated in a 1:1000 ratio with fresh LB after overnight growth (A, C, E, and G), and, therefore, competed during outgrowth or after 4 days of incubation in monoculture (B, D, F, and H) and only during LTSP. If the loss of the gene in the mutant strain did not affect survival in LTSP, we would have expected to see the WT strain and mutant strain at similar levels throughout the growth curve. Symbols represent the same culture for each of the three competitions. (I) Motility assays were performed with the WT strain and each mutant strain with the zone of motility measured at 12 h. The bar represents the average of three replicates of each strain, and the error bars represent the standard deviation. Each mutant strain’s motility measurement was significantly different than the wild-type strain (Student's *t* test; *P* < 0.005).

We competed strains missing motility genes with WT strains in two ways: first, we combined cultures in a 1:1 ratio at lag phase and incubated them through LTSP, so that the strains experienced all phases together (Fig. 2A, C, E, and G). Second, we competed for strains with each other only in LTSP. We did this by growing both WT and mutant strains on their own for 4 days, into the beginning of LTSP, and then combining the cultures in a 1:1 ratio and incubating for another 11 days (Fig. 2B, D, F, and H). The most surprising result was observed in competition between the Δ*cheA* strain and the wild-type strain (Fig. 2A and B). *cheA* encodes the histidine kinase protein of the two-component signaling pathway, CheA, which signals the flagellar motor switch to change directions as it senses chemoattractants and oxygen (25). When competitions began during lag phase, the Δ*cheA* mutant outcompeted the wild-type cells after 24 h of incubation by a 10,000-fold difference, with wild-type cells decreasing from their inoculated cell density (~10^7^ CFU/mL at inoculation to between 10^5^ and 10^6^ CFU/mL at 24 h) (Fig. 2A). A drastic decline in wild-type cell densities continued and by day 11 there was no detectable wild-type strain present. However, after normal cell growth for the Δ*cheA* mutant strain, the mutant strain maintains a cell density of ~10^8^ CFU/mL after 48 h of incubation (Fig. 2A). For competitions beginning in LTSP, we found that this effect was not as clear (Fig. 2B). In only one out of three competitions, the WT strain decreased in CFU/mL after 11 days of incubation, and in the other two competitions, mutant and WT strains were similar in CFU/mL throughout. It was possible that Δ*cheA* strains could grow so quickly when competing with WT cells that the WT cells could not recover, although the growth rates were similar to those when they were grown on their own (Fig. S1). Comparatively, there was little outgrowth of Δ*cheA* cells in competition only in LTSP.

*flgB* encodes a protein in the flagellar basal body, and unlike *cheA*, is not transcribed by sigma F (26). Cells missing *flgB* were not able to form flagella and, therefore, were nonmotile, as observed in our motility assays (Fig. 2I). After being inoculated at approximately the same cell density (10^7^ CFU/mL) as wild-type cells, the Δ*flgB* strain did not grow whereas wild-type cells did, which led to the wild-type strain being present in the culture at ~10- to 100-fold higher after 24 to 48 h of incubation (Fig. 2C). However, after 72 h of incubation, the wild-type cell counts decreased, and the wild-type and mutant cells had a similar cell density of between 10^6^ to 10^8^ CFU/mL for the rest of the incubation period (Fig. 2B). In competition during LTSP only, the Δ*flgB* strain was present at a similar cell density to the WT strain (Fig. 2D).

As mentioned above, *fliA* encodes sigma F, and so cells missing *fliA* should not be able to form flagella or perform chemotaxis (18), as confirmed in our motility assays (Fig. 2I). For competition between the Δ*fliA* strain and the wild-type strain starting in lag phase, both strains showed similar densities after 24-h of incubation (Fig. 2E). The *ΔfliA* mutant showed a sharp decrease after 48 to 72 h of ~100 to 1000-fold, whereas the wild-type strain only decreased by ~10-fold after 48 h and ~100-fold after 72 h. By day 6 of incubation, the wild-type and mutant cells both recovered to a cell density of ~10^8^ CFU/mL and remained at similar cell densities for the rest of the incubation period (Fig. 2E). Similarly, in competition during LTSP only, the Δ*fliA* strain was present at a similar cell density to the WT strain throughout (Fig. 2F).

*tar* encodes a methyl-accepting chemotaxis protein that senses the chemoattractant aspartate and other amino acids (25). Cells missing *tar* should still be able to move but may not be able to sense some of the amino acids that *tar* generally senses. There is some overlap with other methyl-accepting chemotaxis proteins (27). In our motility assays, strains missing the *tar* gene were more motile than WT cells (Fig. 2I). In the competition of the *Δtar* strain and wild-type cells starting in lag phase, both strains grew similarly throughout long-term incubation (Fig. 2G). In competition during LTSP only, in one competition the Δ*tar* strain was at a lower cell density by 11 days of incubation, whereas in the other two competitions the Δ*tar* and WT strains had similar cell densities throughout incubation (Fig. 2H). None of the mutant strains grew differently than wild-type strains when grown without competition from wild-type cells in monoculture (unpublished data).

Given these observations, in comparing growth phenotypes to motility phenotypes, these results suggest that our hypothesis that increased motility would allow cells to have an advantage in survival in LTSP was not supported because a gain of motility (from loss of *tar*) did not give cells an advantage, and the loss of motility (from loss of *cheA*, *fliA*, or *flgB*) did not give cells a disadvantage (Fig. 2).

### Mutation analysis of RNA-seq data identified mutations potentially involved in motility.

Because motility did not seem to affect the cells’ ability to survive in LTSP, we hypothesized that we could identify mutations in aged populations that were isolated to one gene that had pleiotropic effects, and the increase in motility was a “hitchhiker” to other effects which were advantageous to the cell. To identify mutations that we knew were associated with the increase in motility-related genes, we identified mutations in our RNA-seq data using the program *breseq* in population mode (28).

We identified 5 unique mutations in the two aged populations, and one mutation present in both populations (Table 2). Because we used the “population” setting in *breseq*, we were able to determine what percentage of the reads, and therefore likely the population, contained each mutation. 

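The share of reads that carry a mutation rests on the reads that cover its gene in the aged libraries. Coordinates are those of the ASM584v2 assembly of the MG1655 chromosome, the sequence the paper names for this step. The depth at each mutated position was not analysed here, since the counts give whole genes. *sspA* (b3229), from 3376782 to 3377420, was counted at 2034 reads in aged A and 2442 in aged B, and at 2920 and 1400 reads in unaged A and B. *cytR* (b3934), from 4123431 to 4124456, was counted at 951 reads in aged A and 2011 in aged B. The tRNA gene *argV* (b2694), from 2818473 to 2818549, was counted at 949 reads in aged A and 707 in aged B. *hokB* (b4428), from 1491922 to 1492071, was counted at 320 reads in aged A and 344 in aged B. *mokB* (b1420), from 1491962 to 1492129, overlaps it and was counted at 0 reads in all 4 libraries, so the counts of both genes are uncertain. The tRNA gene *leuQ* (b4370), from 4606315 to 4606401, was counted at 13 reads in aged A and 16 in aged B. *argV* and *leuQ* each have near-identical copies, and how counting treated reads shared with the copies is not stated, so the depth behind their mutations is uncertain. The paper called all of the listed mutations from RNA reads, and gene counts cannot tell whether each change is also in the DNA.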

Two of the unique mutations were both mapped to the *sspA* gene, encoding the stringent starvation protein (29), which had previously been noted as a gene that is frequently mutated in long-term cultures that often confer an advantage to cells (6, 7). One *sspA* mutation (R65C) was present in 66.9% of the reads in aged population A, and the other mutation (V25F) was present in 79.5% of the reads in aged population B. SspA regulates transcription through both regulation of H-NS (30) and directly via RNA polymerase (31), and R65 is an essential amino acid for its interactions with RNAP (31). Loss of function of SspA may be responsible for regulating motility via the DNA-binding regulatory protein H-NS. SspA negatively regulates H-NS, which in turn negatively regulates the expression of *csgD* (29). 

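No difference between the groups was detected for the transcripts of *sspA* or of *hns*, which encodes H-NS. *sspA* was at 279.8 ± 108 CPM (SD, n = 2) in unaged and 280.6 ± 11.5 CPM (SD, n = 2) in aged populations, a log2 fold change of 0.00 (standard error 0.33, edgeR adjusted p = 0.997). Its sign changed with total counts in place of TMM factors, to -0.19. *hns* (b1237) was at 2150 ± 424 CPM (SD, n = 2) in unaged and 2069 ± 223 CPM (SD, n = 2) in aged populations, a log2 fold change of -0.06 (standard error 0.32, edgeR adjusted p = 0.949), and its sign changed in 2 of the 4 fits that each left out one library. With the replicate block the log2 fold changes were 0.06 for *sspA* and -0.05 for *hns*, with adjusted p of 0.935 and 0.957. These values measure messenger RNA, and the activity of either protein was not analysed here. The gene *cnu*, which encodes a partner protein of H-NS, had a log2 fold change of -2.72 (standard error 0.34, edgeR adjusted p = 0.0355), and -2.71 with the block.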

Loss of function of SspA may lead to the higher activity of H-NS, which would then lead to lower expression of *csgD*, as we saw in our transcriptome data (Table 1). CsgD is a negative regulator of *fliA* (18). Thus, in these cells, the repression of *csgD* might lead to a derepression of *fliA*, and, therefore, other motility- and chemotaxis-related genes. 

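Set side by side, the transcripts of this chain of regulators that separated the groups were those at its lower end. The rise of *fliA* did not pass the threshold without the replicate block (edgeR adjusted p = 0.0722). A moderate change of *sspA* or *hns* is not excluded, so the values do not locate where in the chain a change begins. *csgD* was lower in both aged populations than in either unaged culture, and *fliA* was higher in both, while *sspA* and *hns* overlapped between the groups. The paper starts from published regulation, in which SspA acts negatively on H-NS, H-NS on *csgD*, and CsgD on *fliA*. From it the paper proposes that loss of SspA function raised H-NS activity and so lowered *csgD*, and that this released *fliA* and other motility genes.

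**Figure D3:**
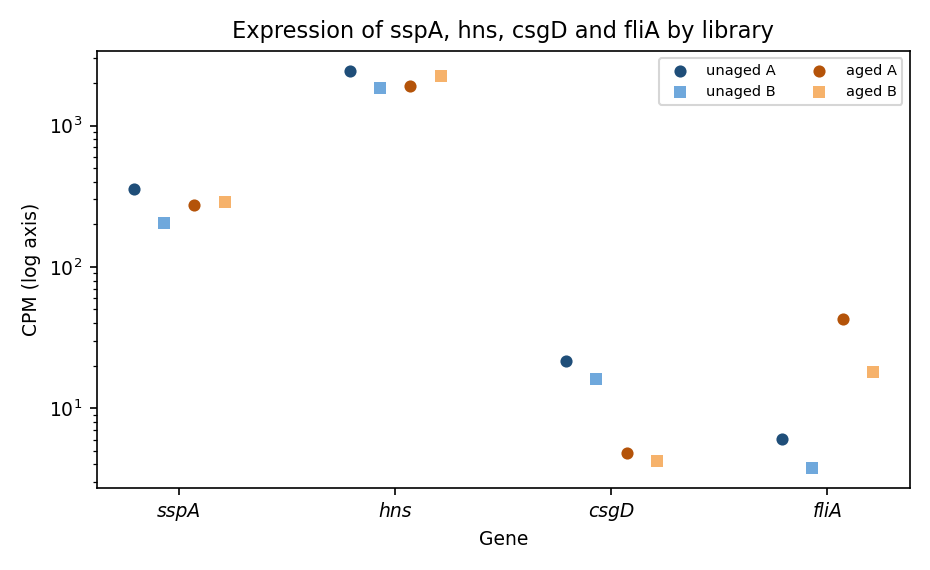
Expression of *sspA*, *hns*, *csgD* and *fliA* in CPM on a log axis, with 1 point per library. The aged libraries lie below the unaged ones for *csgD* and above them for *fliA*, and the groups overlap for *sspA* and *hns*.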

Further, H-NS is a positive regulator of *fliA* (along with other flagellar-related genes) (32), so higher activity of H-NS could also lead to a direct increase in *fliA* expression.

**TABLE 2:** Single nucleotide polymorphisms (SNPs) identified in aged populations via RNA-seq

Gene	SNP identified	% of population
Population A		
*hokB* and *mokB*	Y29C (TAC→TGC) and L48L (CTA→CTG)	68.6%
*argV*	noncoding (35/77 nt)	67.2%
*sspA*	R65C (CGT→TGT)	66.9%
*leuQ*	noncoding (48/87 nt)	55.5%
Population B		
*argV*	noncoding (35/77 nt)	65.3%
*sspA*	V25F (GTC→TTC)	79.5%
*cytR*	A257T (GCG→ACG)	85.9%

There was also a mutation mapped to *argV* in both populations, encoding an arginine tRNA (ACG) (33). Because this exact mutation was present in both aged populations, there was a chance it occurred during the initial overnight growth, or it could be due to molecular convergence leading to selection for this allele.

In population A, we also identified mutations that mapped to the *hokB* and *mokB* genes (68.6% of reads), which overlap in the genome. HokB is part of the HokB-SokB type 1 toxin-antitoxin system (34). MokB is a putative regulator of HokB (34). However, the base change which leads to a missense mutation in HokB leads to a silent mutation in MokB. We also identified a mutation in *leuQ* (55.5% of reads), another gene encoding a tRNA, this one for leucine (CAG) (35).

In population B, the only other mutation identified was mapped to *cytR* (85.9% of reads), a regulator of nucleoside metabolism (19). Like *sspA*, *cytR* frequently accumulates mutations in cells incubated to LTSP, and *sspA* and *cytR* mutations often occur in the same populations (6, 7).

## DISCUSSION

We identified multiple genes that were differentially expressed during log phase in populations of E. coli that have been incubated into LTSP compared to their unaged parental strain. Several genes involved in motility and chemotaxis had higher expression in cells that had been aged into LTSP (Table 1), leading to increased motility. The increase in motility-related genes or the motility phenotype occurred in multiple aged cultures, suggesting that the phenomenon of increased motility may be common in cells adapted to LTSP. Because the RNA-seq data showed overexpression in motility-related genes and aged populations were more motile, we hypothesized that increased motility would be advantageous in LTSP. We would not have hypothesized this *a priori*. Because these cultures were shaken in tubes, we originally thought cells would not need their motile or chemotactic abilities to access nutrients or oxygen. Contrary to our predictions, based on single-gene deletion mutations (Fig. 2) we determined that motility does not correlate with survival in LTSP.

However, we did observe a surprising result when *cheA* was deleted. These cells could outcompete wild-type cells beginning in log phase and throughout the E. coli life cycle (Fig. 2A). When CheA was inhibited, the cells performed little to no clockwise movement, which meant that the cells would mostly be engaging in counterclockwise movement and long smooth runs (25). Two hypotheses could explain this result. First, the long smooth runs could be giving an advantage to the mutant cells over the wild-type cells, which would be performing a normal run and tumble pattern. Long smooth runs would allow cells to steadily move toward chemoattractants. However, because the cells were grown and competed in test tubes in a shaking incubator, it seemed unlikely that the long runs would give an advantage in that environment because cells were being moved around the tubes likely without needing to use their flagella. A second hypothesis is that the *ΔcheA* mutant was conserving energy by not having to switch between the run and tumble movement. The conservation of energy could provide an advantage to the cells.

Because loss of motility did not lead to a loss of ability to survive in LTSP, we then hypothesized that the increase in motility may be a pleiotropic effect of a mutation in a regulatory gene. We thus identified multiple mutations in the aged populations using the RNA-seq data. Unique mutations in the gene *sspA* were identified in both aged populations (Table 2), which may lead to an increase in motility via increased activity of H-NS. Along with explaining the increase in motility-related genes, the increased H-NS activity could also explain the decreased expression of acid-resistance genes in aged populations (Table 1) because it is a negative regulator of many of those genes (36). We hypothesize that this loss or decrease in function of SspA leads to the expression differences and phenotypes we observed in the aged populations, and ongoing testing will determine how this change allows cells to survive in LTSP.

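Expression of *cytR* and of the 4 nucleoside genes was compared between the aged populations, since Table 2 lists a *cytR* mutation in population B and none in population A. All 4 genes were above both unaged libraries in each aged population. In log2 units over the unaged mean, *nupG* was 2.78 higher in aged A and 2.69 in aged B, and *tsx* was 2.13 higher in aged A and 2.80 in aged B. *cdd* was 3.32 higher in aged A and 1.72 in aged B, and *udp* was 2.82 higher in aged A and 2.00 in aged B. Each of these is a single library without a replicate of its own population. *cytR* itself was at 77.0 and 110.1 CPM in unaged A and B, 127.4 CPM in aged A and 237.7 CPM in aged B. The difference between the groups was not past the threshold, with a log2 fold change of 0.97 (standard error 0.37, edgeR adjusted p = 0.266), and 0.92 with the replicate block (adjusted p = 0.0502).

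**Figure D4:**
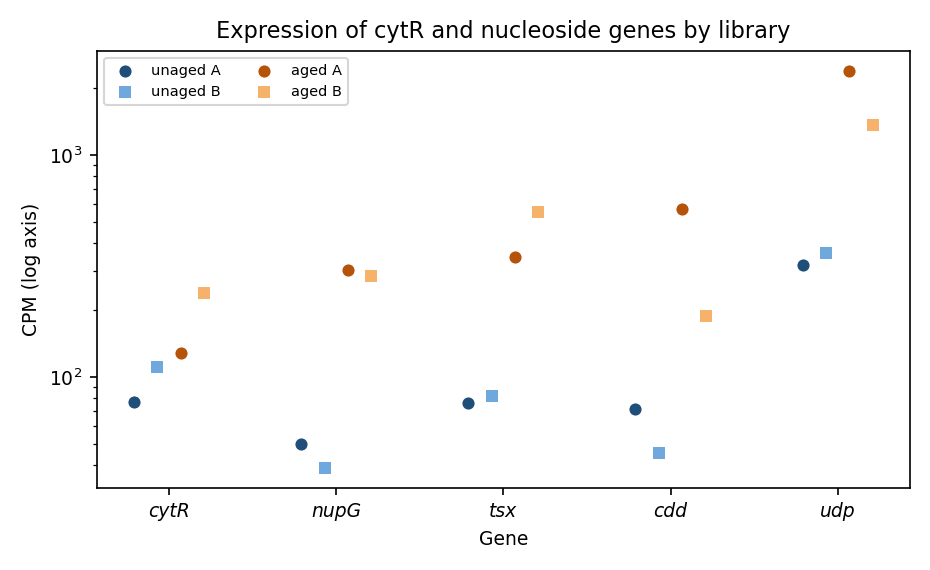
Expression of *cytR*, *nupG*, *tsx*, *cdd* and *udp* in CPM on a log axis, with 1 point per library. For the 4 nucleoside genes both aged libraries lie above both unaged libraries, and aged A is above aged B for *nupG*, *cdd* and *udp*.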

We also identified mutations in *cytR* (Table 2), which is a negative regulator of other genes that were more highly expressed in aged cells: *nupG*, *tsx*, *cdd*, and *udp* (Table 1) (19). The mutations in *cytR* and other identified mutations likely did not affect the motility phenotype we observed. However, these data indicate that identifying mutations in RNA-seq data can be useful in explaining expression changes in aged populations. Understanding which mutations occur in long-term cultures, and if and why they were advantageous, gives insight into how cells adapt to this stressful condition.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

The E. coli K-12 lineage MG1655-derivative PFM2 (37) and a chloramphenicol resistant (PFM2-CM) derivative of PFM2 (7) were used in this study. To start overnight cultures of cells, frozen stocks of cells stored in a −80°C freezer in 5 mL of Difco Luria-Bertani Broth (LB; BD Difco) were inoculated and incubated overnight (16 to 18 h) at 37°C in a 150 mm × 18 mm test tube in a shaking incubator at 200 RPM. These frozen stocks consist of a population of cells originally started from a single clone. A 1:1000 dilution was then inoculated into fresh 5 mL of LB and incubated as described above. The long-term cultures were incubated under these conditions for 10 days with no addition of nutrients. After 10 days, they were stored in a 10% glycerol solution in LB at −80°C.

Mutant strains were created for competition assays against wild-type nonmutant (PFM2) cells using bacteriophage P1 transduction. Strains in the KEIO collection, which is a collection of single-gene knockout mutants with a kanamycin resistance cassette in the open reading frame coding regions (38), were used as donors to generate the desired P1 lysates to transfer mutant genotypes. P1 transduction protocol as described previously (15) was used.

### RNA preparation, sequencing, and analysis.

Cultures of wild-type and aged cells were started as described above, incubated overnight, and diluted at 1:1000 the next day. Two cultures of the wild-type strain and the aged strain were grown for 4 h into the log phase. RNAprotect reagent (Qiagen) was added per the manufacturer’s instructions. Cells were pelleted and frozen at −80°C until total cellular RNA extraction was performed using the RNeasy Protect Bacteria Minikit (Qiagen). Total RNA was processed, assessed for quality, and sequenced by the University of Southern California Genomics Core, where rRNA was removed using the Ribo-zero kit (Illumina, Inc.). Seventy-five base pair single-end reads were generated from each sample on the Illumina HiSeq 2500 platform. We received an average of 8.8 million reads per sample, with a range of ~7.5 million to 10.4 million reads per sample. Using a custom Python pipeline, we used TopHat2 to align the raw reads to the E. coli MG1655 genome (39), SAMtools to generate binary alignment files (BAM) (40), and HTSeq to calculate read counts per gene and per sample (41). In all samples, 96.5% of reads mapped to our reference genome (Escherichia coli K-12 MG1655). All rRNA gene reads and any gene that had no expression were removed from the data set. We used the HTSeq output files as input to analyze gene expression levels using DESeq2 (42), with comparisons between unaged and aged populations. We considered genes to be differentially expressed between these populations if the log_2_ fold change was greater than or equal to 2, and if the q-value was less than or equal to 0.05.

### Motility assays.

Motility assays were used to assess the movement differences between the samples. Swimming motility assays were performed using 0.18% semisolid agar (0.54g Bacto Agar [BD Difco™ Bacto™], 6.0g LB broth powder [BD Difco™], and 300 mL MilliQ water). The semi solid agar was autoclaved for 15 min at 121°C. 17.6 mL of the semisolid agar was poured into 100 mm × 15 mm plastic Petri plates creating 2.2 mm thick semisolid agar in each plate. Overnight cultures of the wild-type (unaged) cells along with overnight cultures of the aged or mutant populations were inoculated in liquid media as described above. The cells were then further diluted in a 1:1000 ratio in 5 mL of LB and placed in the 37°C shaking incubator for 4 h. After the incubation, the center of the semisolid agar plates was inoculated with cells from each culture using an inoculation loop without touching the bottom of the plate. The plates were then placed in a 37°C incubator for 12 h. The zone of motility was recorded by measuring the diameter of the halo or the distance the cells traveled from the center inoculation point. A Welch's or Student's *t* test was used to determine the significance of the difference between the aged and unaged populations and wild-type and mutant populations using the ggpubr package in R.

### Growth assays.

Competition assays were performed in liquid culture using 5 mL of LB broth. Competitions were completed in two ways: first, cells were competed starting in lag phase using cultures that were inoculated with a 1:1000 dilution of wild-type cells with a chloramphenicol-resistance marker (PFM2-CM) that were incubated as described above, and a 1:1000 dilution of mutant cells (*ΔfliA*, *ΔflgB*, *Δtar*, or *ΔcheA*) with a kanamycin-resistance marker that was incubated as described above. The cells were placed in the shaking incubator at 37°C and allowed to compete for resources for 11 days. Second, cells were competed in LTSP only by first incubating cells in monoculture for 4 days into LTSP, and then mixing them in a 1:1 ratio (2.5 mL each) into a new tube. Serial dilutions were performed to measure the cell densities of both strains on days 0, 1, 2, 3, 6, and 11 of incubation (6). The dilutions were plated on chloramphenicol LB agar plates and kanamycin LB agar plates to distinguish between the cell types, with wild-type cells growing on chloramphenicol plates and mutant cells growing on kanamycin plates.

Monocultures of the wild-type cells (PFM2) and the *ΔfliA*, *ΔflgB*, *Δtar*, and *ΔcheA* mutants were also incubated as described above, with each strain grown in its own culture. The cells were plated on LB agar plates with no antibiotic.

### Mutation analysis.

The RNA-seq Illumina reads were aligned to the E. coli K-12 (strain MG1655) genome (NCBI reference sequence NC_000913.3) using the population analysis settings with the BreSeq package in Python (28).

### Data availability.

Both count files derived from HTseq and raw sequence reads have been deposited in NCBI’s Gene Expression Omnibus (41) and are accessible through GEO Series accession number GSE188790.

# Supplementary material for: Parallel Evolution towards Increased Motility in Long-Term Cultures of Escherichia coli, Even Though Motility was Not Required for Long-Term Survival
**Source:** Microbiol Spectr. 2022 Jun 23;10(4):e02330-21. doi: 10.1128/spectrum.02330-21
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.02330-21-s0001.pdf, PDF file, 0.2 MB

## Outgrowth of WT, Aged, and Mutant Strains

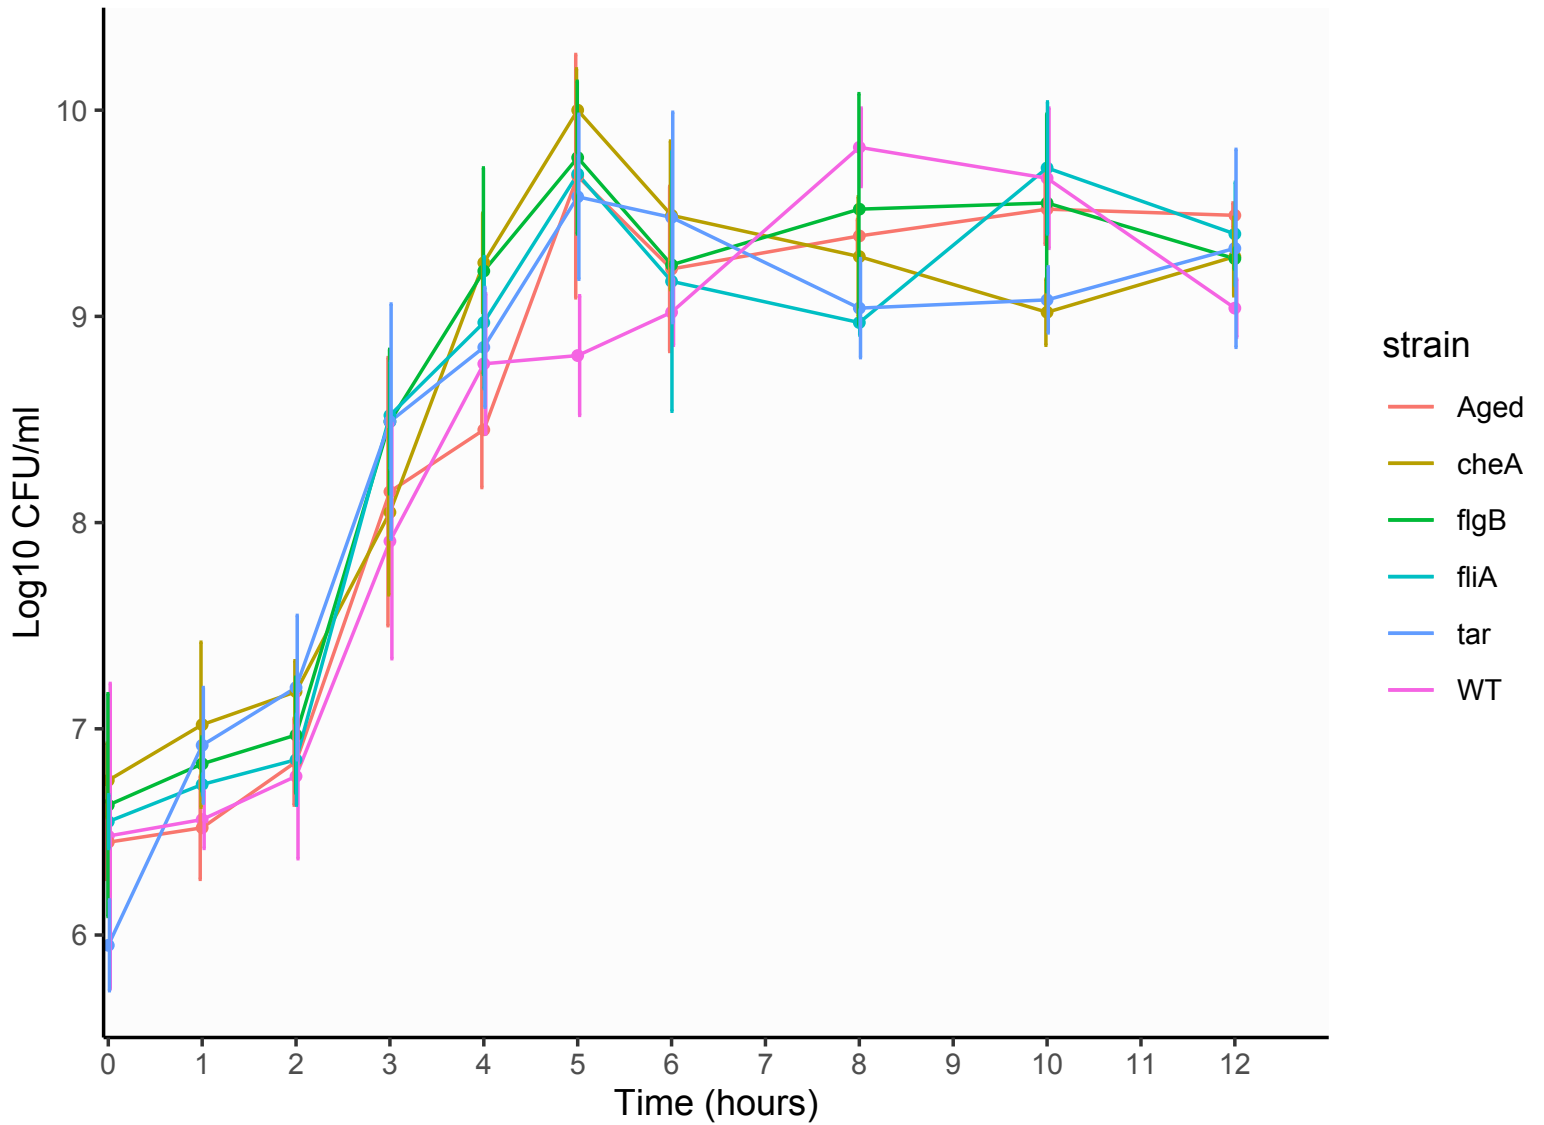

**Figure S1. Wild type, aged, and mutant strains have similar growth in lag, log, and stationary phases.** Cultures of wild type (WT), aged, and mutant strains used in this study were inoculated into LB and incubated for 12 hours. For eight hours, CFU/ml was measured every hour, and for the remaining time measured every two hours. Each line represents three replicate samples, and error bars represent standard deviation. Both growth phase and CFU/ml were similar amongst all strains throughout the growth period.

How the deposited data were processed for this re-analysis (not part of the article)

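Total RNA was sequenced from 4 cultures of *E. coli* strain PFM2, a K-12 MG1655 derivative: unaged A and B, and aged A and B, which had been incubated for 10 days into LTSP. Per the paper's methods, all cultures were grown for 4 h before RNA was taken, and rRNA-depleted libraries were sequenced as single-end reads of 75 nt. The authors aligned the reads to the MG1655 genome with TopHat2 and counted reads per gene with HTSeq, and the count values used here are those counts as deposited, without normalization. The counts are whole numbers in every library. The paper does not state whether reads were counted by strand or how reads fitting several genes were treated. Genes were matched to locus tags by symbol, with older symbols where needed.

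Counted reads came to 7525734 in unaged A, 6588891 in unaged B, 7937137 in aged A and 9094679 in aged B, and the median gene had 263, 228, 239 and 274 reads. A gene with 4 reads, such as *flgB* in unaged B, carries a large sampling error, and the comparison was therefore also made without genes under 10 reads in any library. The share of counts in the 10 genes with most reads was 31.86%, 22.26%, 34.66% and 31.52%.

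The 22 rRNA genes and 28 genes without reads were left out, which left 4401 genes. TMM factors were 1.09, 1.045, 0.942 and 0.932 in the same order of libraries. The groups were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, prior count 0.125, 2 residual degrees of freedom) and Benjamini-Hochberg adjustment, with thresholds of 2 on the absolute log2 fold change and 0.05 on the adjusted p. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Gene sets were tested with camera and fry in limma 3.58.1, with an inter-gene correlation of 0.01 in camera, and against 10000 random lists matched on mean expression. DESeq2 1.42.0, the paper's tool, was run as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. CPM values use TMM-scaled library sizes.

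The pairing of libraries comes from the replicate letters A and B in the labels. The paper does not say whether they pair, so the fit without a block is reported first and the fit with the letter as a block, which has 1 residual degree of freedom, beside it. The aged populations were also compared with each other as single libraries, with a pseudocount of 0.5, a minimum of 50 reads in one of them, a log2 ratio of at least 2, and a log2 ratio of under 1 between the unaged cultures.

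The alternatives were DESeq2 with and without shrunken fold changes, DESeq2's size factors or total counts in place of TMM factors, 3 other filters, the replicate block, a prior count of 2, robust dispersion, a log2 threshold of 1, and each library left out in turn. Where 1 library was left in a group, only the size and direction of changes were read, with no test. Added later were DESeq2 without independent filtering, edgeR's newer dispersion estimate, a correction for gene length, fry with the block, and the flagellar family without the genes of Table 1. A correction for GC content was not run, as a genome sequence was not used here.

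Genes named in the text are those the paper names in its text or tables, members of the gene sets whose results are given, the called genes outside Table 1 (up to 5 in each direction with the largest change whose groups do not overlap), and the 5 genes with the largest ratio in each direction between the aged populations. Any other named gene was chosen after its values were seen, such as members of a count of 5 or fewer. The tests were tried on simulated counts of 4397 genes with 200 changed genes: edgeR recovered 190 with 1 false call, the fit with the block 191 with 1, and DESeq2 190 with 0. Among the unchanged genes of that simulation, 4.69% had an unadjusted p under 0.05 in edgeR. Each gene was drawn independently with the spread typical of its expression level. The shared difference between the unaged cultures was not simulated. All planted changes were above the threshold on size, and genes with the lowest expression received none. The simulated counts were simpler than the data, so neither the recovery nor the rate of false calls can be carried over to the data. Swimming and competition assays, mutation calling from reads and the depth at mutated positions were not analysed here.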

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

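The test of growth phase between the unaged cultures, the look at *rpoS* as evidence on it, the length correction, fry with the block and the checks of the 24 genes outside Table 1 under other fits were chosen only after the result was seen, and the gene sets, the other alternatives and the other tests in this part were set before the data were examined. The p values of camera and fry are model values across genes, and an exact permutation of 2 against 2 libraries cannot give a p below 0.333.

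The paper names stress responses among the functions lower in aged populations and lists genes of them in Table 1. A further set of general stress genes, none of them in Table 1, was tested here. Of these 27 general stress genes, 26 were lower in aged populations and *xthA* was higher, with a median log2 fold change of -0.71, against -0.03 for all genes (camera p of 3.06e-07). Under total counts, 26 were again lower, with a median of -0.90 against -0.22 for all genes. With the replicate block the median was -0.69 (camera p of 8.27e-07), and fry gave 0.0171, or 0.0367 with the block. Camera's p values ran from 4.65e-08 to 8.27e-07 over the settings in which it was run. Adjusted over all genes, 1 of the 27 passed (*elaB*), or 6 with the replicate block, and adjusted over the 27 alone, 7 did without the block. Fits that each left out one library gave medians from -0.84 to -0.61.

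A difference in growth phase at harvest would move general stress genes and ribosomal protein genes in opposite directions. The first set moved down, as such a difference predicts. The ribosomal protein genes had a median log2 fold change of 0.25 (camera p of 0.133), 0.42 with the block (camera p of 0.0138), and from -0.29 to 1.16 when one library was left out, so that their direction was not settled. The general stress genes fell in all of these fits. The ribosomal protein genes moved the opposite way without unaged B (46 of 54 higher) and without aged A (47 of 54 higher), and the same way without unaged A (51 of 54 lower) and, with a median of -0.10, without aged B (31 of 54 lower). The flagellar family had a median from 1.56 to 2.23 in the same fits. Fry gave a p of 0.801 for the ribosomal protein genes, and 0.628 with the block. The unaged cultures themselves differed, with ribosomal protein genes at a median log2 ratio of 1.41 in unaged B over unaged A. Over the same pair the flagellar family had a median of -0.15, the acid resistance genes of Table 1 had -0.62 and the general stress genes 0.08. Single general stress genes went both ways in that single pair, with log2 ratios such as 1.335 for *katE* and -0.75 for *bolA*. Their median therefore does not show whether the pair differs in growth phase, and the pair does not settle the question. Against a difference in growth phase, the paper states that the strains did not differ in the timing of lag, log and entrance to stationary phase. Its evidence is separate growth curves in CFU/ml, and not a measurement on the cultures harvested for RNA. The transcript of *rpoS*, which encodes the general stress regulator, was not lower in aged populations, with a log2 fold change of 0.68 (edgeR adjusted p = 0.344, from 0.222 to 0.406 over the alternatives), both aged libraries above both unaged ones, and from 0.53 to 0.94 when one library was left out. The protein was not analysed here. For the lower general stress genes (camera p of 3.06e-07), the lower acid resistance genes and the higher flagellar genes, a difference in growth phase at harvest and an effect of ageing cannot be told apart by these tests.

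Outside Table 1, 24 genes had an edgeR adjusted p of at most 0.05 at any size of change, 5 higher and 19 lower in aged populations, and 293 did in the fit with the replicate block. Among the 24 are *hyaB*, *hyaC*, *hyaD* and *hyaE* of the hydrogenase 1 operon, *sufD*, *sufE* and *sufS* of the iron-sulfur assembly operon, *cbdA* and *cbdX*, *lsrD* and *cheZ*, names picked after their values were seen. Their operon neighbours *hyaF*, *sufC* and *lsrC* are in Table 1. *hyaE* had a log2 fold change of -1.90 (edgeR adjusted p = 0.0355). All of the 24 but *bfr* and *hlyE* had an absolute log2 fold change under 2, so the threshold on size set them outside the calls. Over all genes, thinning the libraries to the smallest left 44 calls, leaving out the 10 genes with most reads left 46, and a correction for gene length left 36. None of these fits called *bfr* or *hlyE*. Of the 24 genes, 19 passed the adjusted p at any size after thinning, 23 without the 10 genes and 17 after the length correction. All 24 passed with the replicate block (adjusted p up to 0.00558) and in DESeq2 (up to 0.00354). A filter of at least 10 counts in every library left 10 of the 24 past it. A correction for GC content was not run, so these changes cannot be told apart from an effect of GC content, nor from a difference in growth phase.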

How the results depend on the processing

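Of these settings, DESeq2 without independent filtering, edgeR's newer dispersion estimate, the length correction, fry with the replicate block and the tests of the flagellar family outside Table 1 were chosen only after results were seen.

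Called genes numbered from 32 to 64 over the settings with a threshold of 2 and an adjusted p, against 48. All 48 were also called under total counts, no filter and the newer dispersion estimate, 46 under DESeq2 and with the replicate block, and 32 with at least 10 counts in every library. Motility genes of Table 1 called higher numbered 10 to 27, and acid resistance genes called lower 11 to 14.

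At any size, genes higher and lower numbered 112 and 150 with DESeq2, 112 and 152 with shrunken fold changes, 107 and 145 without independent filtering, and 149 and 208 with the replicate block, against 30 and 41. With at least 10 counts in every library they numbered 16 and 25, with 15 genes called higher and 10 motility genes called. Total counts gave 37 genes called lower and 97 lower at any size, so the share of higher genes among the called was 39.3% against 50.0%, and at any size 24.2% against 42.3%. That shift follows the median log2 fold change of all genes, which moved from -0.03 to -0.22. A log2 threshold of 1 gave 41 genes lower, the number at any size. DESeq2's size factors in the edgeR fit gave 30 higher and 33 lower at any size, so scaling does not account for the larger numbers with DESeq2. The filter removed 3 called motility genes from testing. Beyond these the cause was not tested.

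The flagellar family had a median log2 fold change of 1.94 in the fit with the replicate block, where fry gave a p of 0.0854, against 0.043 without it. Its 27 genes outside Table 1 had a median of 1.26 and did not pass under fry (p of 0.0595), or with the replicate block (1.27, p of 0.0773), but passed in camera. The other acid resistance genes, with a median of -0.45 (camera p of 0.0225) and 9 of 13 lower, did not pass under fry (-0.45, p of 0.193), fry with the block (-0.44, p of 0.188) or no filter (-0.45, p of 0.0511). With the replicate block alone they had -0.44 (camera p of 0.0136). Ribosomal protein genes, not past the threshold in camera, passed it under total counts (0.076, p of 0.0414), with the replicate block (0.42, p of 0.0138) and against random lists (0.25, p of 0.015), but not under fry (p of 0.801, and 0.628 with the block). The cause was not tested.

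Signs reversed for genes with changes near 0. *sspA* had a log2 fold change of -0.19 under total counts and -0.014 with at least 10 counts in every library, *flhD* had -0.026 under total counts, and the length correction gave 0.061 for *hns* and 0.075 for *leuQ*. Total counts moved all genes down, as above, and for the other settings the cause was not tested. Across the 4 fits that each left out one library, values ran from -0.33 to 0.53 for *sspA*, -0.23 to 0.22 for *hns*, -0.17 to 0.71 for *flhD*, -0.26 to 0.12 for *leuQ*, -0.29 to 1.16 for the ribosomal protein genes and -0.18 to 0.027 for the other H-NS silenced genes. Those fits left 40 to 48 of the called genes with their size and direction.

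In a limited list of single genes followed across the settings, and not over all genes, the adjusted p changed sides of the threshold besides the reversals 35 times to being past it and 14 times to no longer being past it. The replicate block accounted for 8 of these 35 and DESeq2 without independent filtering for 8. The correction for GC content, with and without the block, was not run.

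With the pairs regrouped, B against A called 0 genes (93 with an unadjusted p under 0.05) and the crossed pairs called 0 (24), against 48 (739) for aged against unaged. These 4 libraries make only 3 such splits, so their comparison cannot give a p below 0.333. The regrouped fits had no term for ageing, so the difference between aged and unaged libraries counted as spread within each group. Few calls were therefore likely in advance, and the regrouped fits are no null reference for the 48.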

Differences from the paper's values

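The paper's text gives 64 genes, 35 higher and 29 lower, where edgeR called 48, 24 and 24. Log2 fold changes of Table 1 genes differed from the paper's by at most 0.1 in edgeR and 0.05 in DESeq2.

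The paper calls 18 genes of Table 1 that edgeR with TMM factors did not call. Higher in aged populations were *fliA* (adjusted p = 0.0722), *fliH* (0.121), *flgK* (0.0573), *fliS* (0.0933), *motB* (0.0722), *flgI* (0.0994), *fliL* (0.079), *ycgR* (0.0733), *flgL* (0.0489, log2 fold change 1.97), *cdd* (0.0838) and *ycdZ* (0.171). Lower were *appY* (0.0726), *hyaA* (0.0686), *sufC* (0.0686), *mdtE* (0.0763), *mdtF* (0.0783), *lsrC* (0.0576) and *lysQ* (0.0573). *lysQ* is a tRNA gene with near-identical copies, and its counts are uncertain.

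Settings chosen before the data were examined called some of these 18 genes. DESeq2 called all but *lysQ*, and the fit with the replicate block all but *ycgR*, *flgL* and *ycdZ*. Total counts called *appY*, *hyaA*, *sufC*, *mdtE*, *mdtF*, *lsrC* and *lysQ*, shrunken fold changes *cdd*, *mdtE* and *mdtF*, and DESeq2's size factors in edgeR *flgL*, which also passed a log2 threshold of 1. DESeq2 without independent filtering, chosen after seeing the values, called all 64 genes of Table 1 and no other. The fit with the replicate block also called 64 genes, of which *asnA*, *fliJ* and *yqeJ* are outside Table 1. The other settings, which were the 3 other filters, a prior count of 2, robust dispersion, edgeR's newer dispersion estimate and the length correction, called none of the 18.

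The paper does not list *bfr* or *hlyE*, which edgeR called lower, each with a log2 fold change of -2.01. The paper's fold increase of *fliA* is 6.7, against 6.11 here, and its fold decrease of *csgD* is 4, against 4.13 here. The paper gives reads received as a mean of 8.8 in units of 1e6 per sample, and 7.79 were counted on genes.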

Other observations

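The test of the neighbours of *zraP* was chosen only after the result was seen.

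The *cytR* mutation listed for population B alone would leave the nucleoside genes of population A near the unaged level. In aged A the lowest of the 4 genes was 2.08 above the higher unaged library on the log2 scale, so the mutation of population B alone does not account for their rise in population A. A cause shared by both populations may be involved, and growth phase is not excluded.

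If raised H-NS activity lowered the acid resistance genes, other genes silenced by H-NS could fall too. Of 22 such genes, 10 were higher and 12 lower, with a median log2 fold change of -0.09 (camera p of 0.663), and -0.07 with the replicate block (p of 0.658). Under total counts 4 were higher, with a median of -0.29 against -0.22 for all genes. The set showed no fall beyond that of all genes. Genes that H-NS already silences fully in unaged cultures cannot fall further, so the test does not exclude raised activity.

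A rise of the flagellar genes could come from the master regulator. *flhD* had a log2 fold change of 0.17 (edgeR adjusted p = 0.846) and 0.20 with the replicate block, with adjusted p from 0.685 to 0.979 over the alternatives, and *flhC* one of 0.74 (edgeR adjusted p = 0.271) and 0.75 with the block, with adjusted p from 0.131 to 0.352. Neither transcript passed the threshold. For *flhC*, both aged libraries were above both unaged ones, and the log2 fold change ran from 0.51 to 1.095 when one library was left out. For *flhD* the groups overlapped, and it ran from -0.17 to 0.71. The activity of the FlhDC protein was not analysed here.

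Between the single aged libraries, 3 genes differed by a log2 ratio of at least 2 while their unaged log2 ratio was under 1. The reverse comparison of the unaged cultures gave 53 genes. The 3 genes fell to 2 under total counts or DESeq2's size factors. *zraP* was counted at 1183 reads in aged A and 33 in aged B, a log2 ratio of -5.32, with 2423 and 1099 reads in unaged A and B. *tdcF* and *tdcE* had log2 ratios of -2.36 and -2.35. For unaged B over unaged A the log2 ratios were -0.89 for *zraP*, -0.99 for *tdcF* and 0.21 for *tdcE*. *zraP* and *tdcF* thus lay just under the limit, in the direction of the aged difference. The neighbours of *zraP* did not fall with it, with log2 ratios of -0.284 for *yjaH* and -0.491 for *zraS*, so loss of a longer stretch of the chromosome does not account for it. A mutation within *zraP*, or a difference in its regulation, was not tested.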
